A study of Mus musculus with 6 samples.

How the data were processed

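Single-cell RNA was measured in the microdissected cardiogenic region of mouse embryos at embryonic day 10.5. Per the labels' protocols, the tissue was dissociated with an enzyme, single cells were caught in droplets, and 3′ libraries with unique molecular identifiers (UMIs) were made with the 10x Genomics Chromium kit, version 3. A UMI marks one captured RNA molecule, so copies made by amplification are counted once. The labels conflict on the assay, since their descriptions name a chromatin assay while the titles, library source and kit name RNA. The values were treated as RNA counts. The labels describe 6 samples, 3 from females pretreated with vehicle and 3 from females pretreated with streptozotocin, a drug that destroys insulin-producing cells and raises blood glucose.

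The authors deposited 1 matrix of UMI counts for all samples together, with a list of genes and a list of cell barcodes. The deposited counts are whole numbers per gene and cell, written by Cell Ranger 5.0.0 per the file headers. The genome build, the annotation release and the settings used to call cells are not given in the sources used here. Of the 32285 gene identifiers, 32158 (99.6%) were found in the GENCODE M21 gene list, and 31436 carried the same symbol there. No coordinates were used.

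Each barcode ends in a number from 1 to 6. That number separates 6 libraries, but no file used here pairs it with a sample or a treatment. Order and values were not used to guess the pairing. The libraries were therefore described one by one without a group, and the matrix was treated as 1 sample. Tests of streptozotocin against vehicle, set out in advance for summed counts per class and for class shares, were not run.

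A barcode was retained with at least 1000 detected genes and at most 20% of UMIs from mitochondrial genes. The gene minimum removed 8812 of 53362 barcodes and the mitochondrial limit a further 597. Doublets were scored per library with a Python version of the Scrublet method, using 2 simulated doublets per cell, 2000 variable genes and 30 principal components. Cells above the upper quartile of the simulated doublets' scores were removed, which took out 732 of 43953 cells (1.67%) and left 43221. The expected number at 0.8% per 1000 cells was 2633, so many doublets will have stayed. Of the simulated doublets of library 4, 29.4% of those made from cells of different classes lay above this threshold. Of those made within a class, 5.19% did. The same simulated doublets set the threshold, so their total share above it was fixed in advance. These values compare the 2 kinds of doublet and do not measure how many real doublets were caught.

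Counts were scaled to 10000 per cell and log-transformed. The 3000 most variable genes, ranked within each library, gave 30 principal components. A shared-neighbour graph with 20 neighbours was split by the Leiden method at resolution 1 into 43 clusters. No correction between libraries was applied. Sex-linked genes (Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d and Uty) were kept out of the clustering.

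Clusters were named from 18 marker lists fixed before the data were examined. A marker counted as enriched with a UMI in at least 10% of the cluster's cells and a log2 fold of at least 1 over all other cells. Each list was scored by its mean log2 fold, limited to the range from 0 to 6, times the share of its markers that were enriched. A cluster stayed unnamed with fewer than 3 enriched markers, or with more markers of another class among its 10 leading genes. It also stayed unnamed with no marker of its own among those genes and another class at 80% or more of the best score. Clusters whose cells had a median below 1/3 of their libraries' median UMIs were set aside as low-UMI, whatever their markers.

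The scoring rule was changed 2 times after clusters had been seen. The original form used the mean fold alone. It set aside low-UMI clusters only if no marker of their best class was among their leading genes. Under it a cluster with Abra, Tdgf1 and Myocd among its leading genes scored highest for smooth muscle, and as run here as an alternative it leaves that cluster unnamed. The next form added the share of enriched markers and set aside all low-UMI clusters. It named a cluster led by Col19a1 and Crhbp epicardium, and the rule on a near class was then added. The rule was thus tuned on these clusters, and the class shares depend on it. Both earlier forms were run as alternatives. The doublet threshold was also set after an automatic one had called almost no cells.

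Expression per class was given as counts per 1000000 UMIs (CPM), computed from the deposited counts summed over the cells of a class. Intervals are 95% exact Poisson intervals for CPM, exact binomial (Clopper-Pearson) intervals for shares, and for ratios the interval that follows from the binomial one. They cover counting error only, not the spread between embryos. Where a count was 0, the limit given is 3 counts of the total. The class highest for a gene was chosen among the 15 named classes of at least 100 cells, and directions per library needed 20 cells of both classes. Both limits were set after the data were examined, and the former leaves out the hepatocyte-like class.

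The gene lists were fixed before the data were examined. They held 18 retinoic acid genes, 18 heart field and patterning genes, 8 neural crest genes and 8 glucose handling genes. The text names the 3 genes per list with the largest ratio of highest to next class CPM among those of at least 10 CPM in the highest class. All 5 sex genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty) are named. Of the genes this rule chose, 1 is not reported here, and no other gene took its place. Other genes appear in counts by class. Genes that also served as markers of the class are named as such.

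Cells of the second heart field and pharyngeal mesoderm-like class and of the neural crest mesenchyme-like class were clustered again by themselves. This step used 2000 variable genes without the 52 study genes, 20 principal components and resolution 0.6. For each of these classes the text names the 5 genes with the largest ratio of the highest subcluster to the rest of the class, among genes of at least 10 CPM in that subcluster. This rule was set after the data were examined.

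Alternatives fixed before the data were examined were a stricter filter (2500 genes, 10% mitochondrial UMIs), no cell filter, doublets kept, resolutions 0.5 and 2, and 15 or 50 components. They also included equal weight of libraries, means of per-cell CPM, thinning to 5000 UMIs, and each library left out in turn. For subclusters they were resolutions 0.3 and 1 and clustering without cell cycle genes. Leaving out a library kept the pooled clusters for shares and study genes, and reclustered the cells for subclusters. Doublets removed at the expected rate, removal of barcodes shared between libraries, study genes kept out of the clustering, and the earlier naming forms were added after seeing the data.

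The steps were tested on simulated data. Between simulated summed counts of neural crest mesenchyme-like and cardiomyocyte-like size, 200 of 8471 genes were changed. All 200 had the right direction, and 95.3% of the intervals held the true ratio. These counts were Poisson draws, the model behind the intervals, with no spread between cells or libraries. This simulation therefore tests the computation only. In 4500 cells drawn from the profiles of 15 classes, clustering reached an adjusted Rand index of 0.994, and 99.4% of cells received the name of their class. Those profiles came from the named clusters themselves, so this tests the computation and not the names. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2 were used.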

Results

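Single-cell RNA profiles were collected from the cardiogenic region of C57BL/6 mouse embryos at embryonic day E10.5. The embryos came from females pretreated with vehicle (3 samples) or with streptozotocin (3 samples), mated to males with normal glucose. The series asks how maternal diabetes alters cardio-pharyngeal development. The pooled matrix held 53362 barcodes in 6 libraries told apart by their barcode suffix. Because no file used here links a library to a sample, the comparison of streptozotocin with vehicle could not be made. The values below describe the cells and each library without a group, and no test between libraries was run.

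Libraries 1 to 6 held 10000, 10000, 8845, 7533, 8526 and 8458 barcodes. Total counts per library ranged from 200462921 to 248426458 UMIs. Median UMIs per barcode were 21008.5, 17455, 14342, 26458, 27576.5 and 25682.5 in the same order. The lowest UMI count was 1276 in library 1 and 1118 in library 2, against 413 to 500 in the other 4 libraries. After filtering, 8705, 8449, 6652, 5969, 7257 and 6189 cells were retained, 43221 in all. Retained cells had library medians of 23667 to 32349 UMIs and 5453 to 6164 detected genes. The median hemoglobin level in cells outside the erythroid-like class, low-UMI cells included, was 129, 87.7, 198, 82.1, 90.3 and 91.1 CPM. It measures background such as free RNA, and a median says little about remaining doublets.

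Sex-linked genes checked the make-up of each library. Xist (ENSMUSG00000086503), expressed from the inactive X chromosome of females, was at 371 CPM in library 1 (95% interval 368 to 373). In libraries 2 to 6 it was at 0.196, 0.340, 0.0672, 0.0882 and 0.122 CPM. The Y-linked genes had the opposite pattern. Ddx3y was at 0.0953 CPM in library 1 and at 33.7 to 38.1 CPM in the other libraries. Eif2s3y was at 0.0130 CPM in library 1 and at 47.5 to 56.9 CPM elsewhere. Kdm5d was at 0.0173 CPM in library 1 and at 19.5 to 21.7 CPM elsewhere. Uty was at 0.0260 CPM in library 1 and at 52.5 to 64.8 CPM elsewhere. Library 1 thus had the transcripts of female cells and libraries 2 to 6 those of male cells.

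Clustering gave 43 clusters. Of these, 27 were named into 16 classes, 13 were set aside for few UMIs and 3 stayed unnamed. The largest named class was neural crest mesenchyme-like, with 8779 cells or 20.3% of retained cells (95% interval 19.9 to 20.7). Its name was weakly supported in 2 of its 4 clusters, cluster 3 with 2116 cells and cluster 4 with 2081. They scored 0.292 and 0.339, against 0.955 and 0.504 in clusters 2 and 14. Each had 4 of 10 markers enriched and no marker of the class among its leading genes. Second heart field and pharyngeal mesoderm-like cells made up 7.84% (7.59 to 8.10), cardiomyocyte-like cells 7.55% (7.30 to 7.81) and endoderm-like cells 6.22% (6.00 to 6.45). Of the 2689 endoderm-like cells, 979 belonged to a cluster with UMIs at 0.343 of its libraries' median, just above the limit of 1/3. Surface ectoderm-like cells took 4.62% (4.42 to 4.82), paraxial mesoderm-like cells 3.93% (3.75 to 4.12) and endothelium-like cells 3.86% (3.68 to 4.05). Erythroid-like cells took 3.23% (3.07 to 3.41), epicardium-like cells 2.38% (2.24 to 2.53) and branchiomeric muscle-like cells 2.33% (2.19 to 2.48).

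Smaller classes were endocardial cushion mesenchyme-like at 1.81%, neural crest and glia-like at 1.03%, neuron-like at 0.967%, smooth muscle-like at 0.537% and myeloid-like at 0.379%. The myeloid-like cluster was led by the platelet gene Pf4 and scored almost as high for platelet and megakaryocyte markers, 5.83 against 5.84, so it mixed markers of both. The smooth muscle-like cluster scored 2.16 for its own list and 2.099 for endocardial cushion mesenchyme. The 44 hepatocyte-like cells (0.102%) came mostly from library 5, which held 32 of them. Without library 5 their share was 0.0334%. Low-UMI clusters held 9727 cells (22.5%, interval 22.1 to 22.9) and unnamed clusters 4486 cells (10.4%, interval 10.1 to 10.7). In percentage points, the low-UMI share moved most, to 0.0879% under the stricter cell filter. Among named classes, neural crest mesenchyme moved most, to 29.98% when clusters were named by mean fold only. The cells added there were the 4178 of low-UMI cluster 1. That form does not set such a cluster aside if a marker of its class is among its leading genes. Removal of doublets at the expected rate left no cluster named second heart field and pharyngeal mesoderm. Shares of this class and of the epicardium-like class therefore describe one naming of these clusters.

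**Figure D1:**
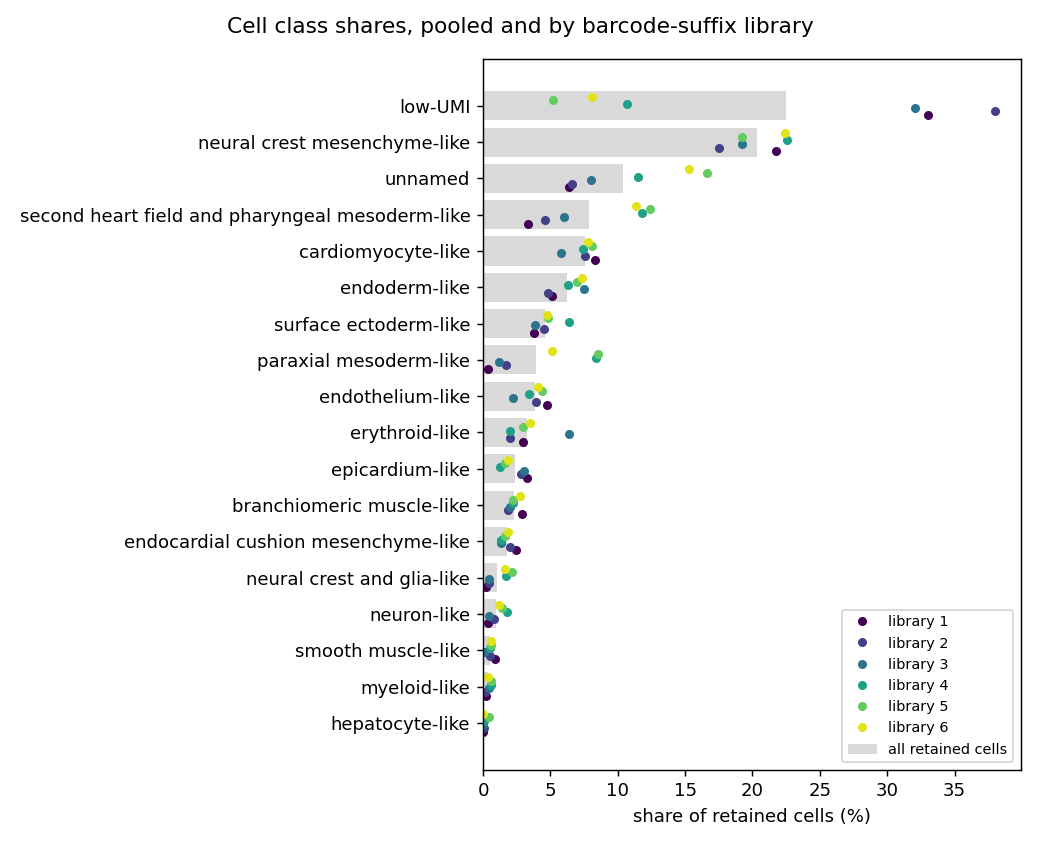
Share of retained cells (%, horizontal axis) in each cell class (vertical axis). Grey bars give all 43221 retained cells together, and each point is 1 of the 6 libraries, with no error drawn. Low-UMI shares lie between 5.17% and 38.0%, while cardiomyocyte-like shares lie between 5.79% and 8.33%.

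Shares differed between libraries by more than counting error for several classes. Paraxial mesoderm-like cells were 0.402, 1.72, 1.16, 8.39, 8.57 and 5.15% of libraries 1 to 6. Second heart field and pharyngeal mesoderm-like cells were 3.37, 4.57, 6.01, 11.8, 12.4 and 11.3%. Neural crest and glia-like cells were 0.230, 0.462, 0.421, 1.73, 2.16 and 1.62%. Epicardium-like cells were 3.23, 2.82, 3.01, 1.27, 1.60 and 1.89%. Unnamed cluster 8, whose best score was for epicardium, held 98, 91, 186, 237, 660 and 316 further cells of libraries 1 to 6. A low-UMI cluster with the same best score held 105, 101, 160, 17, 13 and 7. Which libraries had the larger epicardium-like shares therefore depends on leaving these cells out. Erythroid-like cells were 2.94, 2.0, 6.39, 2.01, 2.95 and 3.46%. Neural crest mesenchyme-like shares ranged from 17.5% to 22.5% with a median of 20.5%. The largest low-UMI cluster, which scored highest for that class on 6 of 10 markers, held 1375, 1413, 952, 170, 103 and 165 cells outside these shares. A low-UMI cluster that scored highest for the second heart field and pharyngeal mesoderm list, on 3 of 11 markers, held 460, 728, 422, 129, 62 and 90 further cells of libraries 1 to 6, so the shares of both classes by library depend on setting such cells aside. Low-UMI cells, which lower all other shares, were 33.0, 38.0, 32.1, 10.7, 5.17 and 8.08%. The spread between embryos of one treatment is not known here, so these differences were not set against it.

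Of the 52 study genes, 49 reached 10 CPM in their highest class. For 36 genes the highest class lay above the next one in every library compared. Thinning to 5000 UMIs, which left out 5058 shallower cells and so also changed the balance of libraries, moved this number most, to 31. For 10 genes an unnamed cluster lay above every named class. The 18 retinoic acid genes were highest in 10 different classes. Neural crest and glia-like and second heart field and pharyngeal mesoderm-like cells led with 4 genes each, and 16 of the 18 reached 10 CPM. Among the 18 heart field and patterning genes, 3 were highest in second heart field and pharyngeal mesoderm-like cells, 3 in endoderm-like cells and 2 in cardiomyocyte-like cells. The first 3 were all markers used to name that class, so this count follows from the naming. Every other gene on its list of 11 markers was highest in another class. The 3 clusters of the class scored only 0.426 to 0.624, so its name is weakly supported. Tbx5, 1 of the first 3 and singled out after its values were seen, was at 64.1 CPM both in this class and in cardiomyocyte-like cells. It was higher in this class in only 3 of 6 libraries. Unnamed cluster 8 was above both, at 105 CPM. Of the 3 clusters of that class, cluster 15 held 4, 12, 236, 278, 436 and 278 cells of libraries 1 to 6, so the makeup of the class differed between libraries. Of the 8 neural crest genes, 3 were highest in neural crest and glia-like cells and 2 in neural crest mesenchyme-like cells. Of the 8 glucose handling genes, 6 were highest in cardiomyocyte-like cells.

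Among retinoic acid genes, Cyp26c1 (ENSMUSG00000062432) had 14.6 CPM in paraxial mesoderm-like cells and 1.16 CPM in endoderm-like cells, a ratio of 12.5 (9.82 to 16.2). Unnamed cluster 7, which this ratio leaves out, held 3.74 CPM of Cyp26c1, above the endoderm-like level. Cyp26a1 (ENSMUSG00000024987) had 43.3 CPM in paraxial mesoderm-like cells and 5.23 CPM in neural crest mesenchyme-like cells, a ratio of 8.28 (7.77 to 8.83). Both encode enzymes that break down retinoic acid, both were among the leading genes of the larger paraxial cluster, and both were higher in only 4 of 6 libraries. Clustering without the study genes gave ratios of 12.6 and 8.27. This larger cluster held 2 of 35, 98 of 145, 31 of 77, 454 of 501, 519 of 622 and 270 of 319 paraxial mesoderm-like cells of libraries 1 to 6, so the makeup of the class differed between libraries. The levels did not follow this makeup alone. In the 145 paraxial mesoderm-like cells of library 2, 98 from this cluster, no Cyp26c1 UMI was counted, which allows up to 0.619 CPM. No Cyp26a1 UMI was counted in the 77 paraxial mesoderm-like cells of library 3, which allows up to 0.895 CPM, while the highest library reached 84.3 CPM. Rxrg (ENSMUSG00000015843), a retinoid receptor gene, had 36.9 CPM in branchiomeric muscle-like cells and 4.80 CPM in second heart field and pharyngeal mesoderm-like cells. Its ratio was 7.69 (6.91 to 8.58), with the same direction in 6 of 6 libraries.

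Among heart field and patterning genes, Fgf8 (ENSMUSG00000025219) was at 173 CPM in surface ectoderm-like cells and 15.3 CPM in cardiomyocyte-like cells, a ratio of 11.3 (10.8 to 11.9). Unnamed cluster 7 held 141 CPM of Fgf8. Foxf1 (ENSMUSG00000042812) was at 270 CPM in second heart field and pharyngeal mesoderm-like cells, of which it is a marker, and 35.8 CPM in paraxial mesoderm-like cells. Unnamed cluster 8 held 234 CPM of Foxf1. Nkx2-5 (ENSMUSG00000015579) was at 169 CPM in cardiomyocyte-like cells and 23.3 CPM in endoderm-like cells, a ratio of 7.25 (6.87 to 7.65). Each of these 3 genes had the same direction in 6 of 6 libraries.

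Sox10 and Dlx5, neural crest genes with large ratios, were markers of the class in which they were highest, so their levels follow from the naming. Sox10 (ENSMUSG00000033006) was at 171 CPM in neural crest and glia-like cells and 1.81 CPM in smooth muscle-like cells, where it rested on 15 UMIs. Without library 2 its ratio rose from 94.7 to 146. Unnamed cluster 16, which the ratio leaves out, held 9.22 CPM of Sox10, above the smooth muscle-like level. Dlx5 (ENSMUSG00000029755) was at 59.1 CPM in neural crest mesenchyme-like cells and 8.79 CPM in neural crest and glia-like cells. Unnamed cluster 16 was higher still, at 93.7 CPM.

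Among glucose handling genes, Pfkp (ENSMUSG00000021196), which encodes a phosphofructokinase, had 111 CPM in cardiomyocyte-like cells and 26.9 CPM in myeloid-like cells, a ratio of 4.13 (3.63 to 4.72). Hk1 (ENSMUSG00000037012), which encodes a hexokinase, had 117 CPM in cardiomyocyte-like cells and 44.4 CPM in myeloid-like cells, a ratio of 2.63 (2.38 to 2.92). Both directions held in 5 of the 5 libraries with enough cells, and the myeloid-like cluster also carried platelet genes. Slc2a3 (ENSMUSG00000003153), which encodes a glucose transporter, had 320 CPM in surface ectoderm-like cells and 119 CPM in endoderm-like cells. Its ratio was 2.68 (2.61 to 2.76), with the same direction in 6 of 6 libraries.

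**Figure D2:**
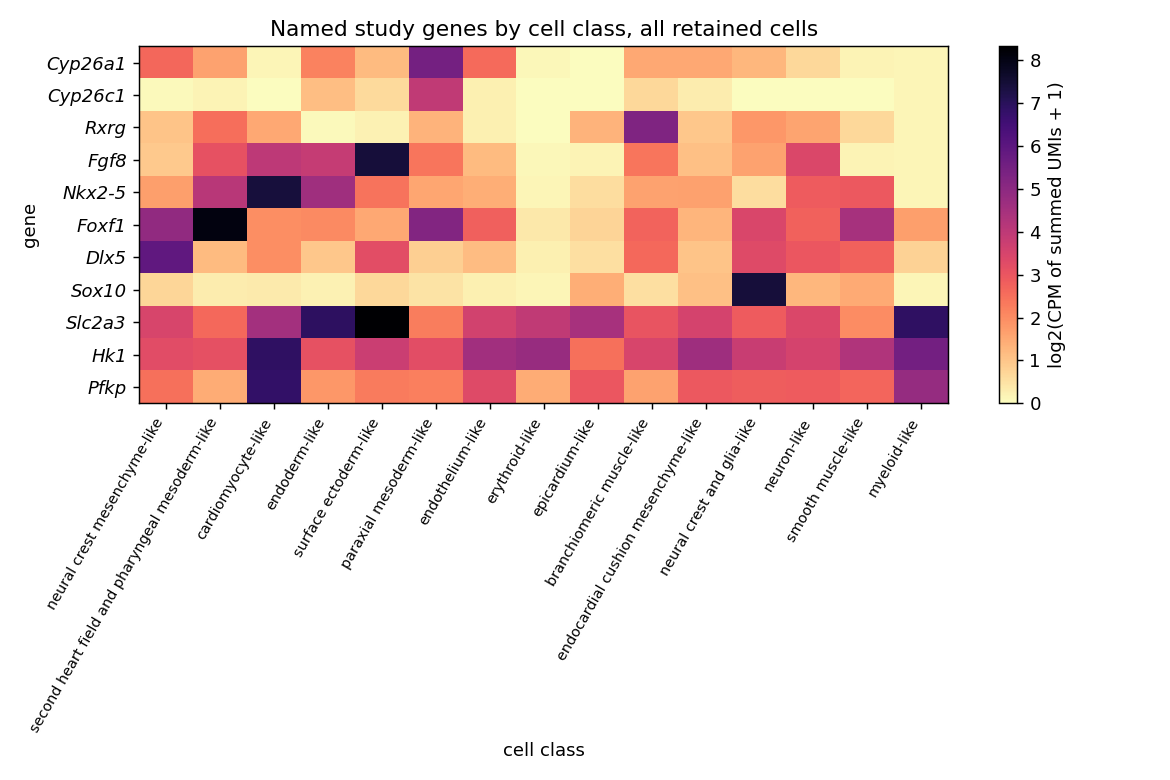
Level of the 11 named study genes (vertical axis) in the 15 named classes of at least 100 cells (horizontal axis), as log2 of CPM of summed UMIs plus 1, over all libraries. Pfkp and Hk1 are darkest in cardiomyocyte-like cells, at 111 and 117 CPM. Fgf8 and Slc2a3 are darkest in surface ectoderm-like cells, at 173 and 320 CPM.

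The second heart field and pharyngeal mesoderm-like class, with 3388 cells, split into 11 subclusters, and the 8779 neural crest mesenchyme-like cells also into 11. A resolution of 1 moved the latter number most, to 18. Subcluster borders also moved, since leaving out 1 library gave adjusted Rand indices of 0.603 to 0.769 for the former class and 0.580 to 0.796 for the latter. Without cell cycle genes the indices were 0.511 and 0.654. At resolution 0.3 they were 0.551 and 0.697, and at resolution 1 they were 0.744 and 0.5705. The subclusters were left unnamed. At least 10 CPM and at least a 2-fold level over the rest of the class were found in some subcluster for 25 of the 52 study genes in the former class and 33 in the latter.

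In the second heart field and pharyngeal mesoderm-like class, subcluster SHF2 held 12.5% of cells (11.4 to 13.7). SHF2 made up 31.7, 24.9, 11.8, 6.80, 7.32 and 10.6% of the class in libraries 1 to 6. It had Hand1 at 112 CPM against 1.05 CPM in the rest of the class, Nkx2-5 at 103 against 2.16 CPM and Hand2 at 180 against 9.02 CPM. SHF10, with 5.67% of cells (4.91 to 6.499), had Wnt2 at 163 against 24.9 CPM. SHF1, with 16.9% of cells (15.7 to 18.2), had Crabp1 at 399 against 67.8 CPM. SHF3, with the epicardial genes Upk3b and Wt1 among its leading genes, held 10.8% of cells. It made up 1.02 and 1.55% of the class in libraries 1 and 2, against 10.1 to 18.25% in libraries 3 to 6. No SHF5 or SHF10 cell was found among the 293 cells of library 1 or the 386 of library 2, which allows up to 1.02% and 0.777%.

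In the neural crest mesenchyme-like class, NC2 held 14.2% of cells (13.5 to 14.95) and had Hoxb1 at 22.3 CPM against 0.462 CPM in the rest of the class. NC8, with 7.95% of cells (7.39 to 8.54), had Cyp26a1 at 41.6 against 1.74 CPM. NC8 made up 2.65, 0.676, 0, 14.2, 10.4 and 21.8% of the class in libraries 1 to 6, where the 0 of 1279 cells in library 3 allows up to 0.235%. NC9, with 7.83% of cells, had Nkx2-5 at 18.9 against 0.973 CPM. NC11, with 1.56% of cells, had Tcf21 at 195 against 8.28 CPM and Rxrg at 15.01 against 0.883 CPM, the latter from 50 UMIs.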

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

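The test of chance repeats was chosen after its result had been seen, while the test on Xist was written down before its value was known. The rules for outlying samples and for differences between groups were not applied, since no library has a known group.

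Barcode sequences recurred between libraries, a feature of the barcode list that no comparison above used. Of 49236 distinct sequences, 2777 occurred in more than 1 library. Libraries 4 and 6 shared 1597 sequences, libraries 5 and 6 shared 1423, and libraries 4 and 5 shared 1003. Libraries 2 and 3 shared 374. Library 3 shared 214 sequences with library 6, 194 with library 1, 153 with library 5 and 109 with library 4. Library 2 shared 151 with library 6, 107 with library 5 and 66 with library 4. Library 1 shared 124 with library 6, 122 with library 5, 97 with library 4 and 91 with library 2.

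Chance repeats would give every pair of libraries about the same rate per pair of cells. The highest rate was 28.6 times the lowest, 25.1 (23.9 to 26.3) against 0.876 (0.678 to 1.11) per 1000000 pairs of cells, so chance alone was excluded. In 3965 of the 5825 pairs of copies, 1 copy had at least 10 times the UMIs of the other. The spread of this ratio differed between pairs of libraries. Its quartiles were 146 and 158 for libraries 2 and 3 and 106 and 114 for libraries 4 and 5, but 29.1 and 260.4 for libraries 3 and 4, with 11 such copies.

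A candidate explanation is that a small part of the molecules of one library was assigned to another, as happens when sample indexes are exchanged during sequencing. Library 1 alone carried Xist, which made a test possible. In libraries 2 to 6, 212 barcodes were lower copies of library 1 barcodes. They carried 39 Xist UMIs among 132589, or 294 CPM (209 to 402). Their partners in library 1 had 282 CPM, and all barcodes of libraries 2 to 6 together 0.212 CPM. The lower copies thus carried the sex marker of the other library, which fits transferred molecules. No biological explanation was tested. Of all lower copies, 53 (1.34%) passed the cell filter. This share was uneven over pairs of libraries, with 31.4% for libraries 1 and 2, 10.1% for 1 and 5, 7.14% for 2 and 5, at most 0.830% for pairs among 4, 5 and 6, and 0 to 5% for the others. Shared barcodes removed altogether, including their full-depth partners, left a cardiomyocyte-like share of 7.05% and a second heart field and pharyngeal mesoderm-like share of 4.64%.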

How the results depend on the processing

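The removal of doublets at the expected rate, the removal of shared barcodes, the clustering without study genes and both earlier naming forms were tests chosen after seeing the data. No paired analysis was possible because no file used here links a library to a sample or to its replicate number. For the same reason the alternatives intended for the maternal comparison (DESeq2, no filter on low counts, the replicate number as a block, and leaving out each replicate) were not run. The cause of each change below was not tested unless stated.

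Class shares depended on filtering, clustering and naming, and every share with cells in the main setting moved beyond its counting interval under at least 1 alternative. Names are shortened here: heart field stands for second heart field and pharyngeal mesoderm-like, crest mesenchyme for neural crest mesenchyme-like, crest glia for neural crest and glia-like, and cushion for endocardial cushion mesenchyme-like cells. Shares not given for a setting stayed within the interval of the main one.

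Under the stricter cell filter, shares were crest mesenchyme 25.4%, heart field 10.9%, unnamed 10.1%, epicardium 9.32%, paraxial mesoderm 5.44%, endothelium 4.99%, surface ectoderm 4.27%, smooth muscle 3.91%, erythroid 3.90%, branchiomeric muscle 3.14%, cushion 2.20%, crest glia 1.24%, neuron 0.848% and low-UMI 0.0879%. This filter removes most cells of few UMIs by construction. With no cell filter, but called doublets still removed, they were low-UMI 34.8%, crest mesenchyme 15.6%, heart field 8.16%, unnamed 5.53%, endoderm 5.37%, cardiomyocyte 4.75%, surface ectoderm 3.86%, endothelium 3.23%, epicardium 3.22%, smooth muscle 2.91%, erythroid 2.69%, branchiomeric muscle 1.91%, cushion 1.64%, myeloid 0.485%, neural progenitor 0.0399% and hepatocyte 0.0380%. With doublets kept, they were unnamed 8.49%, heart field 8.40%, cardiomyocyte 6.66%, epicardium 5.11%, paraxial mesoderm 3.63% and erythroid 3.43%.

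Resolution 0.5 gave crest mesenchyme 20.9%, heart field 11.6%, unnamed 6.43%, endothelium 5.68%, endoderm 4.06%, crest glia 3.44%, and 0% each for cushion, hepatocyte and smooth muscle, which no cluster was named. Resolution 2 gave low-UMI 22.0%, crest mesenchyme 18.01%, unnamed 13.3%, heart field 9.86%, endoderm 5.99%, epicardium 4.60%, surface ectoderm 2.91%, paraxial mesoderm 1.73% and neuron 0.613%. With 15 components, shares were low-UMI 24.8%, crest mesenchyme 17.8%, unnamed 13.1%, heart field 7.24%, cardiomyocyte 5.03%, surface ectoderm 4.84%, endothelium 4.60%, epicardium 4.27%, paraxial mesoderm 4.16%, smooth muscle 2.53%, branchiomeric muscle 2.48%, endoderm 2.07%, cushion 1.10%, crest glia 0.914% and hepatocyte 0.433%. With 50 components, they were crest mesenchyme 18.7%, epicardium 7.04%, cardiomyocyte 5.69%, endoderm 5.24%, heart field 4.81%, smooth muscle 3.53%, neural progenitor 0.0509% and hepatocyte 0.0486%. Equal weight of libraries gave low-UMI 21.2%, unnamed 10.7%, heart field 8.26% and paraxial mesoderm 4.23%.

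Doublets removed at the expected rate left low-UMI 23.4%, unnamed 17.6%, cardiomyocyte 5.57%, endothelium 3.52%, smooth muscle 3.03%, crest glia 0.903%, neuron 0.840%, and 0% each for heart field, hepatocyte and myeloid. Removal of shared barcodes left low-UMI 23.7%, crest mesenchyme 21.9%, unnamed 13.8%, cardiomyocyte 7.05%, heart field 4.64%, endothelium 3.45%, paraxial mesoderm 3.14%, erythroid 2.49%, epicardium 2.07%, crest glia 0.924%, neural progenitor 0.0568%, and 0% each for hepatocyte and myeloid. Clustering without study genes gave unnamed 6.62% and epicardium 5.90%. Naming by mean fold only gave crest mesenchyme 29.98%, heart field 11.5%, unnamed 8.60%, low-UMI 7.35%, surface ectoderm 6.17%, epicardium 3.31%, branchiomeric muscle 3.00% and crest glia 1.26%. Mean fold naming also names low-UMI clusters with a marker of their class among their leading genes. Low-UMI cluster 1 gave the rise in crest mesenchyme. Naming without the rule on a near class gave unnamed 6.71% and epicardium 6.05%, because cluster 8 then took that name.

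Leaving out each library in turn, with the pooled clusters kept, gave ranges of 18.7 to 26.0% for low-UMI, 19.95 to 20.99% for crest mesenchyme, 9.12 to 11.4% for unnamed, 6.91 to 8.97% for heart field and 7.36 to 7.87% for cardiomyocyte shares. Ranges were 5.99 to 6.56% for endoderm, 4.34 to 4.83% for surface ectoderm, 2.99 to 4.82% for paraxial mesoderm, 3.65 to 4.16% for endothelium, 2.66 to 3.53% for erythroid and 2.16 to 2.56% for epicardium. They were 2.19 to 2.45% for branchiomeric muscle, 1.65 to 1.89% for cushion, 0.806 to 1.24% for crest glia, 0.832 to 1.12% for neuron, 0.455 to 0.626% for smooth muscle and 0.0334 to 0.127% for hepatocyte shares, the lowest without library 5. The myeloid share, from 0.336 to 0.437%, stayed within its interval.

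Counts of study genes were recomputed under fewer alternatives than shares. Those of the cell filter, resolution, components, expected doublet rate and naming were not among them, so the stability of both cannot be compared. Of the 52 genes, 48 or 49 reached 10 CPM under each alternative run on them, 46 to 52 kept their highest class, and 31 to 39 had the same direction in every library compared. For the 11 named genes outside the sex list, 129 ratios were computed under alternatives. None reversed, 82 stayed within the counting interval and 47 left it. The Cyp26a1 ratio ranged from 5.14, with libraries weighted equally, to 10.6, without library 5. Over all alternatives, libraries left out included, ratios ranged from 8.61 to 20.3 for Cyp26c1, 5.05 to 9.34 for Rxrg, 9.84 to 12.1 for Fgf8, 3.51 to 8.12 for Foxf1 and 5.84 to 8.17 for Nkx2-5. They ranged from 74.9 to 146 for Sox10, 6.18 to 11.2 for Dlx5 and 3.88 to 4.63 for Pfkp. For Hk1 they were 1.86 to 2.78 and for Slc2a3 2.39 to 3.17. These ranges leave out thinning for Sox10 and the removal of shared barcodes for Pfkp and Hk1, where no ratio was computed. Thinning left out 5058 cells, 1671, 1693, 1097, 175, 141 and 281 in libraries 1 to 6.

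The number of neural crest mesenchyme-like subclusters was 18 at resolution 1, and the number of second heart field and pharyngeal mesoderm-like subclusters was 6 at resolution 0.3. Higher and lower resolutions give more and fewer clusters by construction. Under the other alternatives, leaving out libraries included, the former lay between 8 and 12 and the latter between 10 and 14. Study genes at least 2-fold above the rest numbered 32 to 36 and 19 to 27. The rarest classes rest on few cells, 44 hepatocyte-like and 164 myeloid-like, at medians of 26916.5 and 53724 UMIs.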

Other observations

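The tests of free RNA and of library preparation in this part were chosen after their results had been seen. The tests on transferred molecules, Malat1 and Xist, other nuclear RNAs and S phase genes were written down before their values were known, though after the patterns had been seen.

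The low-UMI clusters held 9727 cells with a median of 5464 UMIs and 1944 genes, against 33366.5 UMIs and 6248 genes in the other retained cells. Their median mitochondrial share was 0.242% of UMIs, against 2.44%. All 13 clusters had at least 3 enriched markers of a class, over 11 classes. Molecules transferred from another library did not explain them, since 0.380% of these cells (0.268 to 0.524) had a copy with at least 10 times the UMIs elsewhere. Free RNA with the average makeup of all retained cells was also argued against as the whole cause. The hemoglobin level was 0.00993 of that of the other retained cells (median of 6 libraries). Those other cells include the erythroid-like class, while no low-UMI cluster scored highest for erythroid markers. Hemoglobin was still present in low-UMI cells, at 146 to 524 CPM over libraries. Free RNA of another makeup was not excluded. The hemoglobin test replaced the count of clusters with markers once both values had been seen.

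Nuclei, or cells that lost cytoplasm, would carry more RNA that stays in the nucleus. Over all 13 low-UMI clusters together, the reverse was seen. Cluster 1 held 4178 of the low-UMI cells and cluster 6 held 1891, and no cluster was tested by itself. Nuclei in single smaller clusters are therefore left open. The ratio of Malat1 CPM in low-UMI cells to that in other retained cells had a median of 0.374 and ranged from 0.326 to 0.462 over libraries. For Xist in library 1 the ratio was 0.187. Gm42418, a non-coding gene that overlaps ribosomal RNA sequence, went the other way, with a median ratio of 3.68 (2.59 to 4.72), and the reason was not tested. A further hypothesis, formed from that result, was that these barcodes may be fragments of cells without the nucleus. It was tested on 11 other RNAs reported to stay in the nucleus, listed before their values were computed, against cells of the same library and class. The 10 with at least 100 UMIs expected were all below the expected level, with a median ratio of 0.298 (0.214 for Kcnq1ot1 to 0.455 for Mirg). Ribosomal protein genes were at 1.34 of the expected level and mitochondrial genes at 0.434. The latter is a ratio of summed UMIs, and the median cell, at 0.242% against 2.44%, lay lower still. The nuclear RNA values are those that loss of the nucleus needs, but the mitochondrial value goes against cytoplasm that kept its mitochondria. The hypothesis is therefore left only for fragments that also lack most mitochondria, and it was found and tested on the same cells. Hemoglobin at 1.91 of the level in matched cells leaves a larger part of free RNA in these droplets open. No biological explanation was tested.

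Histone gene levels separated the libraries. In neural crest mesenchyme-like cells, Hist1h1b was at 886, 1047, 1140, 235, 202 and 207 CPM in libraries 1 to 6. Gm42418 was at 1016, 1072, 1141, 314, 253 and 251 CPM. Both genes were singled out after their values were seen. The values of libraries 1, 2 and 3 formed 1 cluster and those of 4, 5 and 6 another. Among 8113 genes of at least 10 CPM in each library in this class, 9 of the 30 with the largest range were histone genes. Summed over histone genes, levels were 2555, 2883, 3067, 1100, 1077 and 991 CPM. Different shares of cells in S phase were argued against by 16 S phase genes, whose median log2 range in this class was 0.26, and whose summed levels were 2225, 2153, 2383, 2202, 2115 and 2233 CPM. A difference in library preparation could produce such a pattern, because most histone transcripts lack the poly(A) tail that the kit captures. The median histone log2 range was at least 1 in 13 of the 13 classes compared. No label gives a preparation batch and no library has a known treatment, so preparation, sequencing run, stage and treatment cannot be told apart.

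The same libraries lay apart in low-UMI shares, which were 33.0, 38.0 and 32.1% in libraries 1, 2 and 3, and 10.7, 5.17 and 8.08% in libraries 4, 5 and 6. Libraries 4, 5 and 6 also shared the most barcodes with each other. Libraries 1 and 2 each held exactly 10000 barcodes and had the highest minimum UMIs, 1276 and 1118. Whether the number of cells was limited there in processing is not given in the sources used here.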
